A study of Mus musculus with 16 samples.

How the data were processed

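Livers of male mice fed a high-fat diet for 12 weeks were profiled by bulk RNA sequencing in 16 libraries, 4 in each of 4 groups. The groups combined a genotype, control or liver-specific knockout of Cpt1a (LKO), with a feeding state, a 16 h fast or a 16 h fast followed by 6 h of refeeding. Per the labels' protocols, poly-A RNA was selected on oligo-dT beads and libraries were built with random hexamers and dUTP. How the knockout was produced is not stated in the labels. The aligner, the counting tool, its use of strand, the genome build and the annotation are stated neither per the labels nor per the file headers.

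The authors deposited 4 tables, one for each comparison of a pair of groups, and each holds 8 libraries. The authors deposited raw read counts per gene, which are whole numbers with a different total in each library, and every gene listed in a table has at least 2 counts over its 8 libraries. The deposited tables also give, per gene, a group mean of counts divided by a size factor per library, a normalized signal whose size-factor method is not stated. Median-of-ratios size factors, computed here from the counts of the 8 libraries of a table, reproduced 8 of the 8 group means. The relative difference was below 1e-06, so the size factors were of that kind. The authors' log2 fold changes are in the deposited tables as the first-named group over the second. Their sign was turned here to LKO over control or refed over fasted. The authors' p-values and adjusted p-values are deposited without the name of a tool, and an adjusted p-value of exactly 1 includes genes that received none. The authors' gene lengths, in bases, are in the deposited tables too. A further 64 columns of per-library values were not used here.

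Count columns are named S40 to S55, which match no sample title. Each library occurs in 2 of the tables, and the group heading those tables share gave its group: S40 to S43 are fasted control, S44 to S47 fasted LKO, S48 to S51 refed control and S52 to S55 refed LKO. No replicate number could be attached to a column. The 4 tables were joined on gene identifier into 25803 genes, and 0 counts differed between tables for the same library. A gene absent, because of its low total, from both tables that hold a library was set to 0 in that library, which touched 3148 genes and 0 of the genes tested. Library totals ran from 14721601 to 24618230 counts. Coordinates and identifiers are those of the deposited tables, whose build is not stated. Only 532 of the 24702 genes shared with GENCODE M21 have the same start and end there, so no coordinates from that annotation are printed, and it served only for GC content.

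Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes passing filterByExpr on the 4 groups (14488) were scaled with TMM factors, which ran from 0.941 to 1.07, and fitted by glmQLFit with the 4 groups as one factor, so that all 16 libraries share an estimate of the spread. The biological coefficient of variation was 0.185. Quasi-likelihood tests (glmQLFTest) were made for 5 contrasts: LKO against control in each state, refed against fasted in each genotype, and the difference between the genotype effects of the 2 states (the interaction). A gene is called at a Benjamini-Hochberg adjusted p-value under 0.05 over all genes tested. The standard error (SE) of a log2 fold change is its size divided by the square root of the test's F value. CPM are counts divided by the TMM-scaled library total in M (mega) counts, and log2 CPM for principal components used a prior count of 2. Cpt1a was also compared by an exact two-sided permutation test of 4 against 4 libraries, whose smallest p is 0.0286.

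The groups, the tests, the 7 gene lists and all but 1 of the alternative settings were fixed before the data were examined. The lists cover cholesterol synthesis, lipoprotein uptake, assembly and remodelling, bile acid synthesis and transport, mitochondrial fatty acid oxidation and ketogenesis, PPARA targets, de novo lipogenesis, and the ATF4 and integrated stress response. Each was tested in 3 contrasts with limma's camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 21 tests, and again with fry and with camera estimating the correlation in each list. The same lists were tested in the refeeding contrasts as a separate family adjusted over 14 tests. The fixed rule for named genes was Cpt1a, any member of the lists, and for each contrast the 3 largest rises and 3 largest falls among called protein-coding genes with a symbol and a mean of at least 5 CPM, without overlap between the 2 groups for the 4 group contrasts, and passing over predicted genes. The rule lets every list member be named, and those named were picked after their values were seen. Some genes that the rule picks are not reported here, and none was put in their place. Further lists of marker genes for lymphocytes, neutrophils, red blood cells, resident and recruited macrophages, proliferation and the circadian clock were written with the design. Markers of hepatocytes, stellate cells or fibroblasts, endothelial cells, cholangiocytes and adipocytes were tested as well. Lists of the DNA replication machinery, of class-switched immunoglobulin genes with Igkc and Jchain, and of plasma cell genes were added later. The marker lists and these later lists were tested in all 5 contrasts and adjusted together as a separate family.

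The count and list tests were tested on simulated counts drawn from the means and library sizes of the 14488 genes. With 200 changed genes in the fasted LKO group and 200 in the refed LKO group, 176 (88.0%) and 161 (80.5%) were called, with 3 and 7 unchanged genes called. The changed genes had a mean above 20 counts and were changed by 2-fold or more. Real fasted genotype calls had a median absolute log2 fold change of 0.57. The shares therefore do not give the power for smaller changes or for genes of lower counts. In the control refeeding contrast, where 0 genes had been changed, 0 were called. In the LKO refeeding contrast 350 of 400 changed genes were called with 18 unchanged ones, and in the interaction 294 of 400 with 14. Camera and fry each called the 1 changed list and 0 of 20 unchanged lists in the simulated fasted comparison, in which genes were drawn independently of each other.

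Alternatives were DESeq2 1.42.0 with its own size factors, limma-voom with sample quality weights, the median-of-ratios and upper quartile scalings in edgeR, no filter on low counts, a filter on a mean of at least 5 CPM, robust dispersion, fits of only the groups compared, an adjusted p under 0.01, a 2-fold threshold, and leaving out each library in turn. Removal of each library's trend on GC content and gene length (loess, span 0.3, as offsets) was chosen after seeing the data, and 14270 of the 14488 genes (98.5%) had a GC value. Group labels were also exchanged between libraries: all 35 splits of each 8-library comparison, and 100 splits for the interaction and the correlations. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with near-identical copies share reads in ways the unstated counting could split, and their values are given as uncertain. In the deposited coordinates Srebf1, Mttp, Apoa4, Atf5, Bdh1 and Acot3 overlap a tested gene of lower level on the other strand and Cyp2b13 overlaps a pseudogene on its own strand, so their counts carry the same uncertainty. Plasma cholesterol and other measurements of the animals were not analysed here.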

Results

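Bulk RNA sequencing was performed on livers of male mice fed a high-fat diet for 12 weeks. Control mice and mice lacking Cpt1a in the liver (LKO) were killed after a 16 h fast, or after the same fast and 6 h of refeeding, with 4 libraries in each of the 4 groups. Cpt1a encodes carnitine palmitoyltransferase 1A, the enzyme of the outer mitochondrial membrane that admits long-chain fatty acids to oxidation. The study as titled concerns the lowering of plasma cholesterol by loss of this enzyme in the liver. Libraries held between 14721601 and 24618230 counts. In M (mega) counts the group means were 17.9 ± 1.95 in fasted control, 17.7 ± 1.44 in fasted LKO, 18.7 ± 4.39 in refed control and 18.0 ± 3.26 in refed LKO (SD, n = 4). The 10 most abundant genes took 16.3% to 19.0% of a library. Replicates of a group correlated at 0.968 to 0.986 (Pearson's r of log2 CPM across genes, which are not independent), and no pair of libraries differed by as little as sampling noise alone would give. The first principal component carried 24.1% of the variance and the second 18.7%. On the second, the 8 control libraries lay between 0.41 and 34.6 and the 8 LKO libraries between −37.9 and 3.82. The labels name no sequencing or library batch, so no within-batch values could be given.

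The targeted gene was examined first. Cpt1a (ENSMUSG00000024900, chromosome 19 from 3372334 to 3435733 in the coordinates of the deposited tables, whose build is not stated) was counted over its whole gene. It stood at 466, 556, 547 and 378 CPM in the fasted control libraries S40 to S43 and at 94.8, 86.1, 126 and 95.6 CPM in the fasted LKO libraries S44 to S47. In the refed state the control libraries S48 to S51 held 371, 319, 517 and 620 CPM and the LKO libraries S52 to S55 held 39.9, 75.2, 59.9 and 41.9 CPM. The group means were 487 ± 83.2 against 101 ± 17.3 CPM in the fasted state and 457 ± 137 against 54.2 ± 16.6 CPM in the refed state (SD, n = 4). LKO livers thus kept 20.7% and 11.9% of the control level. In both states the lowest control library lay above the highest LKO library, the most extreme outcome of 4 against 4 libraries (exact permutation test, two-sided, p = 0.0286, the smallest this design allows). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, quoted below as the edgeR adjusted p, the log2 fold change was −2.28 (SE 0.23, adjusted p = 1.4e-04) in the fasted state and −3.08 (SE 0.24, adjusted p = 8.2e-06) in the refed state. The difference between the states was −0.80 (SE 0.31) and did not pass (edgeR adjusted p = 0.206). The authors' deposited table gave −2.28 and −3.07. Leaving out 1 library moved the refed estimate most, with a range from −3.27 to −2.89 over all alternatives.

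**Figure D1:**
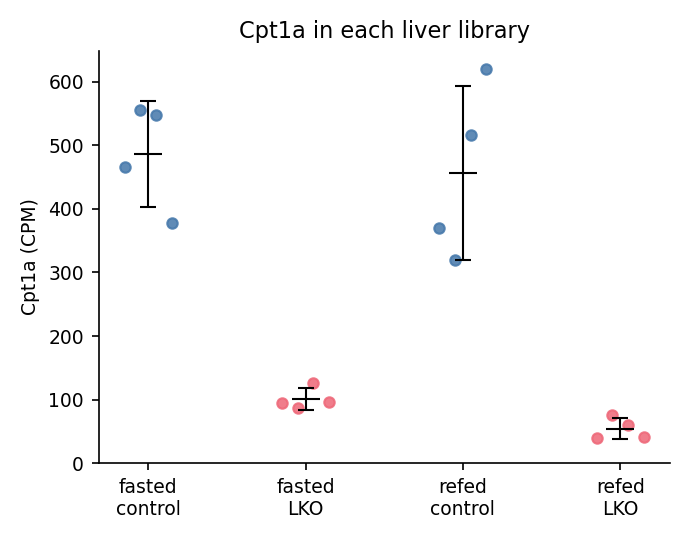
Cpt1a in CPM for each of the 16 liver libraries, with controls in blue and LKO in red; bars show the mean and SD of the 4 libraries of a group. The highest LKO library (126 CPM, fasted) lies below the lowest control library (319 CPM, refed).

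The first comparison asked how liver expression differs between the genotypes after a fast. Of 14488 genes tested, 1772 were called, 833 higher and 939 lower in LKO (994 and 861 under upper quartile scaling), and the called genes had a median absolute log2 fold change of 0.57. Asking in addition for a 2-fold change moved this count most, to 404 genes. Without library S44 the count was 1048 genes, of which 1002 were also called with it. The authors' deposited table lists 1808 genes at an adjusted p-value under 0.05, and 1491 of these were called here too, all 1491 in the same direction. By the fixed rule the largest rises were Jchain (3.35, SE 0.45), Cgref1 (3.29, SE 0.49) and Ehhadh (2.97, SE 0.41, all on the log2 scale), with edgeR adjusted p of 3.3e-04, 7.1e-04 and 3.9e-04. Ehhadh, an enzyme of peroxisomal fatty acid oxidation, went from 375 ± 44.4 to 2939 ± 1947 CPM (SD, n = 4). Among the largest falls were Thrsp (−3.61, SE 0.55) and Cfd (−3.45, SE 0.88), with edgeR adjusted p of 7.5e-04 and 0.0182. Thrsp, a gene tied to lipogenesis, fell from 150.4 ± 62.0 to 12.3 ± 6.69 CPM (SD, n = 4). Cfd, which is also on the adipocyte marker list, lost its call without S44 (adjusted p 0.060) or S46 (0.051) and under limma-voom (0.086). The 2 groups did not overlap for any of these 5 genes, as the rule required.

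The second comparison put the same question in the refed state. There 526 genes were called, 330 higher and 196 lower in LKO. This count depended on single libraries and on the tool: it was 197 without S48, 225 without S55, 293 without S54 and 300 without S50 or S53, and 924 with DESeq2. The authors' deposited table lists 954 genes, and 495 of the 526 were among them, each in the same direction. The largest rises were Jchain (3.86, SE 0.45), Fam83a (3.09, SE 0.61) and Mcm5 (2.76, SE 0.36), with edgeR adjusted p of 2.3e-04, 0.0115 and 7.0e-04. Mcm5, a subunit of the replicative helicase, stood at 4.26 ± 1.69 CPM in refed control and 29.4 ± 14.0 CPM in refed LKO (SD, n = 4). The largest falls were Cyp2b13 (−4.42, SE 1.07), Mup18 (−3.56, SE 0.96) and Cpt1a itself (−3.08). Cyp2b13 and Mup18 belong to families of near-identical genes, so their counts are uncertain, and their edgeR adjusted p were 0.0318 and 0.0498. Mup18 was no longer called in any of the 8 fits that left out 1 library (adjusted p 0.059 to 0.14), and Cyp2b13 was not called without S48 (0.088), S50 (0.064), S53 (0.088), S54 (0.086) or S55 (0.098).

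The genotype effects of the 2 states were then set against each other, in libraries that do not overlap. Across the 14488 genes the log2 fold changes correlated at r = 0.48 (Spearman's rho 0.27), where genes are not independent replicates. Of the genes called, 219 were called in both states against 64.3 expected by chance, and 217 of these had the same direction, 120 higher and 97 lower in LKO. The correlation rose to 0.68 over the 2079 genes called in either state and fell to 0.19 with no filter on low counts. A call in only 1 state does not show a difference between states, so the difference was tested as an interaction. It was called for 78 genes (45 with a higher and 33 with a lower effect of LKO in the refed state), against 2397 at an unadjusted p under 0.05. This count moved more than the others: 282 genes without S49, 180 without S45, 8 without S48, 16 to 43 without each of 11 further libraries, 467 with DESeq2, 197 with a filter at a mean of 5 CPM, and 30 once each library's trend on GC content and gene length was removed. At an adjusted p under 0.01, 0 genes were called.

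**Figure D2:**
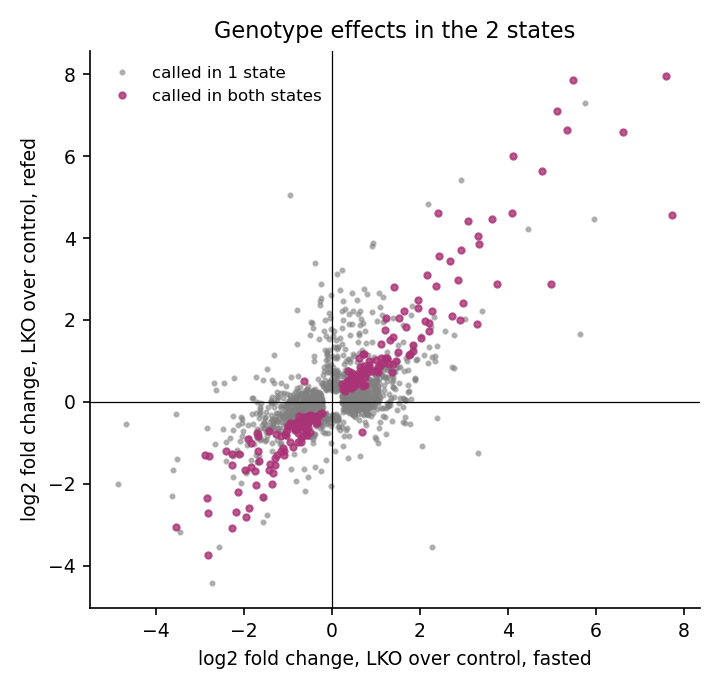
Log2 fold change of LKO over control in the fasted state (horizontal) and in the refed state (vertical) for the 2079 genes called in at least 1 state. Of the 219 genes called in both states, 217 lie in the quadrants where both changes have the same sign.

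Genes named by the rule for the interaction were Mcm6 (2.64, SE 0.56), E2f1 (2.21, SE 0.41) and Slc10a2 (1.72, SE 0.37), and in the other direction Acot3 (−2.05, SE 0.40), Rab30 (−1.82, SE 0.38) and Lars2 (−1.71, SE 0.26). Their edgeR adjusted p ran from 0.0168 for Lars2 to 0.0447 for Slc10a2. Mcm6 stood near 3 CPM in both fasted groups (2.80 ± 0.45 and 2.75 ± 1.16 CPM), at 4.08 ± 0.68 in refed control and at 25.2 ± 17.1 in refed LKO (SD, n = 4). Slc10a2, a bile acid transporter gene, differed between the genotypes when fasted (fell by 1.71, edgeR adjusted p = 0.00112) and not when refed (0.01, adjusted p = 0.995). Lars2 rose in fasted LKO (1.07, edgeR adjusted p = 0.00156) and was lower without passing in refed LKO (−0.64, adjusted p = 0.0587). Acot3 lies in a cluster of near-identical genes and its counts are uncertain. Lars2 kept its call in every one of the 16 fits that left out 1 library, whereas Rab30 lost it in 14 of the 16, with a highest adjusted p of 0.094 without S40. Mcm6, Slc10a2, Acot3 and E2f1 lost theirs in 12, 13, 9 and 8 of the 16, with a highest adjusted p of 0.097 for Mcm6 and 0.094 for Slc10a2 without S40, 0.083 for Acot3 without S55 and 0.078 for E2f1 without S40.

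The 7 fixed gene lists were tested next, with camera at a preset correlation between genes. In the fasted state the PPARA target list, which holds genes induced by the fatty acid receptor PPARA, was higher in LKO in 24 of 24 members (median log2 fold change 1.15, camera adjusted p = 2.0e-19). Of these, 19 were called over all genes and 21 when adjusted over the list alone. Mitochondrial fatty acid oxidation and ketogenesis was higher too (median 0.39, 16 of 20 members, camera adjusted p = 2.6e-08), with 13 genes called over all genes and 13 adjusted over the list alone. De novo lipogenesis was lower (median −0.35, 13 of 21 members, camera adjusted p = 0.0041), with 7 genes called, 6 of them lower, and 10 adjusted over the list alone. Bile acid synthesis and transport was lower (median −0.36, 16 of 24 members, camera adjusted p = 0.0145), with 8 genes called and 14 adjusted over the list alone; this call was lost without S47 (0.0737) and with a filter at a mean of 5 CPM (0.061). Cholesterol synthesis (median 0.03, camera adjusted p = 0.562), lipoprotein genes (−0.27, 0.122) and the ATF4 and integrated stress response (−0.28, 0.866) did not pass. These 3 lists had 1, 12 and 3 genes called over all genes and 1, 14 and 4 adjusted over the list alone.

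In the refed state cholesterol synthesis stood apart: 19 of 20 members were higher in LKO, with a median log2 fold change of 1.51 (camera adjusted p = 1.0e-17). Of these, 7 were called over all genes and 18 adjusted over the list alone. Mitochondrial fatty acid oxidation and ketogenesis (median 0.32, 19 of 20 members, camera adjusted p = 1.5e-11) and PPARA targets (median 0.41, 16 of 24 members, camera adjusted p = 2.0e-05) were higher, with 8 and 4 genes called and 12 and 10 adjusted over the list alone. The other 4 lists did not pass (camera adjusted p from 0.395 to 0.842), although lipogenesis did without S49 (0.041). Of the lipoprotein, bile acid, lipogenesis and ATF4 lists 3, 2, 4 and 0 genes were called over all genes and 7, 4, 7 and 0 adjusted over the list alone. In the interaction, cholesterol synthesis had a larger LKO effect in the refed state in 19 of 20 members (median difference 1.32, camera adjusted p = 5.6e-10), although 0 members were called singly, over all genes or adjusted over the list alone. PPARA targets had a smaller effect in the refed state (median −0.57, 23 of 24 members, camera adjusted p = 1.2e-07), with 2 genes called and 9 adjusted over the list alone. De novo lipogenesis had a median difference of 0.40 (16 of 21 members, camera adjusted p = 0.00163), with 0 called and 7 adjusted over the list alone. Fatty acid oxidation showed no difference between the states (median −0.05, 9 of 20 members higher, camera adjusted p = 0.961). The interaction of the bile acid list did not pass (camera adjusted p = 0.122) but did without S40 (0.038) or S46 (0.029).

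The preset correlation made these p-values small. Under fry the fasted calls for PPARA targets, fatty acid oxidation and bile acids held (adjusted p 7.4e-04, 7.4e-04 and 0.041), as did the refed calls for cholesterol synthesis (0.022) and fatty acid oxidation (7.4e-04), and the fasted lipoprotein list passed (0.028). The fry adjusted p was 0.064 for fasted lipogenesis, 0.074 for refed PPARA targets, and 0.097, 0.064 and 0.101 for cholesterol synthesis, PPARA targets and lipogenesis in the interaction. With the correlation estimated from the data, none of the 21 tests passed, the lowest adjusted p being 0.104 for fasted PPARA targets. When genotype labels were exchanged between libraries, 1 of 35 splits, the real one, gave as small a camera p for fasted PPARA targets and lipogenesis and for fatty acid oxidation in both states. The number was 6 of 35 for refed cholesterol synthesis, 8 of 35 for refed PPARA targets and 9 of 35 for fasted bile acid genes. As large a difference in the mean of the list came from 2 and 3 of 35 for refed cholesterol synthesis and PPARA targets, and from the real split alone for fasted bile acid genes. The direction of each called list was the same under every scaling tried.

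**Figure D3:**
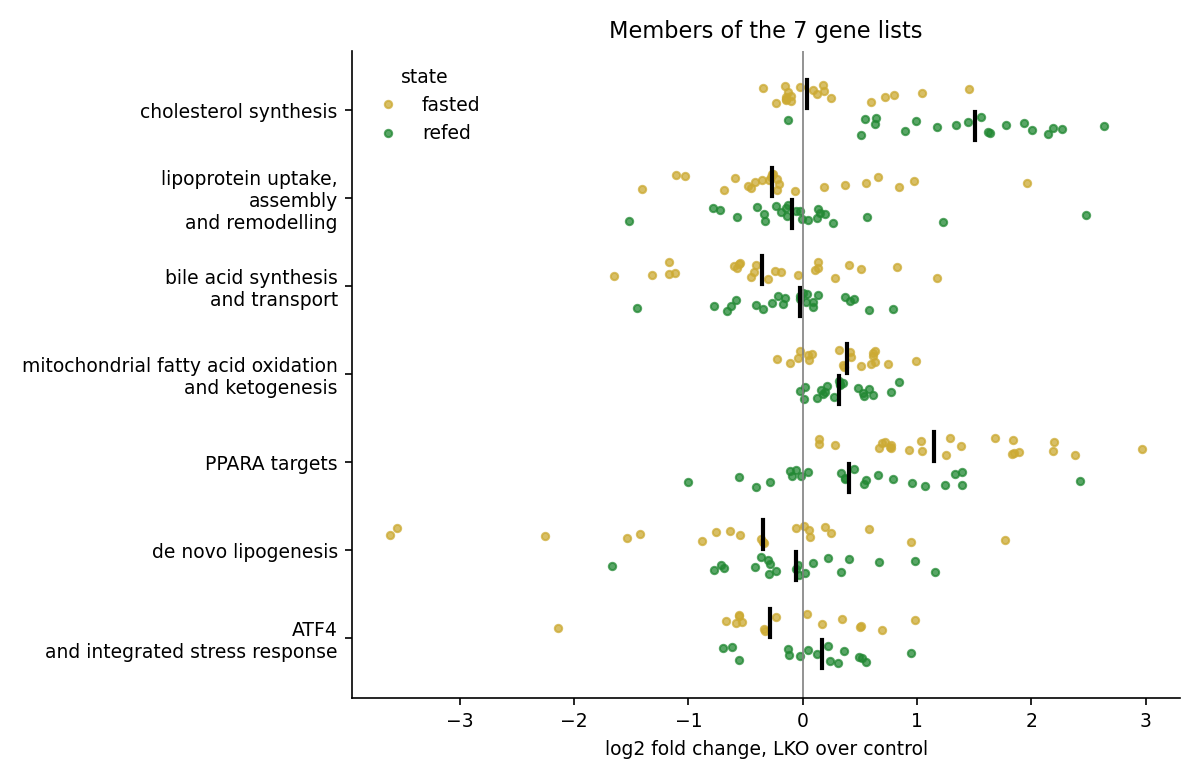
Log2 fold change of LKO over control for each tested member of the 7 lists in the fasted (yellow) and refed (green) state; black bars mark the median of a list. The cholesterol synthesis median moves from 0.03 fasted to 1.51 refed, and the PPARA target median from 1.15 to 0.41.

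Within cholesterol synthesis, Hmgcs1 (chromosome 13 from 120151915 to 120169796) rose from 71.6 ± 47.2 CPM in refed control to 318 ± 155 CPM in refed LKO (SD, n = 4; log2 fold change 2.15, SE 0.44, edgeR adjusted p = 0.0143). Sqle had the largest change of the list (2.64, SE 0.69, edgeR adjusted p = 0.0440). In 1 refed control library, S49, Sqle stood at 40.5 CPM against 2.59 to 5.62 CPM in the other three. The mean log2 deviation of the list was 1.13 in S49 and between −0.84 and −0.33 in the other refed controls, while the refed LKO libraries lay between 0.51 and 2.01, so that S52 (0.51) fell below S49. Sqle lost its call in 6 of the 8 fits that left out 1 library (highest adjusted p 0.12, without S48), and Hmgcs1 without S48 (0.055).

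**Figure D4:**
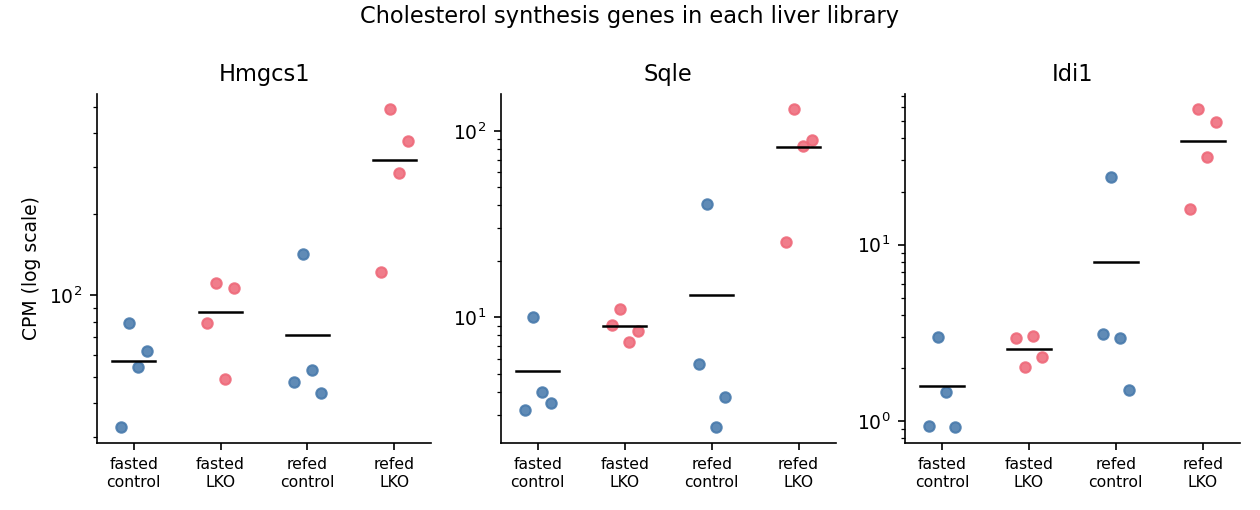
Hmgcs1, Sqle and Idi1 in each of the 16 liver libraries, in CPM on a log axis, with controls in blue and LKO in red and a bar at the group mean. The raised point among the refed controls is library S49, with 40.5 CPM for Sqle and 24.3 CPM for Idi1.

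Other genes of plasma lipid handling differed in both directions. Apoa4 was higher in LKO in the fasted (1.96, SE 0.36, edgeR adjusted p = 0.0027) and refed state (2.48, SE 0.37, adjusted p = 0.0018), at 895 ± 78.9 against 3494 ± 1355 CPM when fasted (SD, n = 4). In the fasted state Mttp was higher (0.84), and Lrp1 (−0.69) and Scarb1 (−0.46) were lower, with edgeR adjusted p of 4.9e-04, 4.7e-04 and 0.0065. Of the bile acid genes, Cyp7a1 did not differ in either state (−0.31 and −0.67, edgeR adjusted p = 0.731 and 0.480), and its fasted change was 0.0036 without S44. Cyp8b1 was higher in fasted LKO (1.18, edgeR adjusted p = 0.0145), a call lost without S46 (0.051). Cyp2c70 was lower in both states (−1.65 and −1.45, edgeR adjusted p = 0.0042 and 0.0224), and the refed call was lost without S48 (0.074), S54 (0.056) or S55 (0.076). Akr1c6 was lower in fasted LKO (−1.12, edgeR adjusted p = 3.6e-04). Hepatocyte markers were lower in LKO in 7 of 8 genes in each state (medians −0.55 fasted and −0.35 refed). That list did not pass in either state (camera adjusted p = 0.0703 and 0.175, in the larger family of marker lists). Before adjustment its fasted camera p was 0.0094, against 0.0069 for the bile acid list. Of its genes 2 were called lower fasted and 0 refed, and 6 and 4 were called when adjusted over the list alone.

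Single genes of fatty acid use were examined next. Hadhb rose by 0.99 in fasted LKO (SE 0.13, edgeR adjusted p = 3.0e-04). Bdh1 was higher in refed LKO (0.84, SE 0.12, edgeR adjusted p = 0.0012). Among PPARA targets in the fasted state, Pdk4 rose by 2.38, Acot2 by 2.19, Cyp4a14 by 1.83, Fgf21 by 1.84 and Plin2 by 1.38, with edgeR adjusted p of 0.0052, 6.4e-04, 0.0015, 0.0453 and 0.0022. Fgf21 was called in only 3 of the 8 fits that left out 1 fasted library, with an adjusted p of 0.13 without S44. Cyp4a14 was also called in the refed state (1.25, edgeR adjusted p = 0.0323) but not without S48 (0.10), S51 (0.067), S53 (0.089), S54 (0.057) or S55 (0.088). Acot2, Acot3 and Cyp4a14 have close copies within their clusters and are uncertain. In lipogenesis, Srebf1 fell by 2.25 (SE 0.28, edgeR adjusted p = 2.4e-04) in fasted LKO and Fasn, at −0.88 (SE 0.38), did not pass (adjusted p = 0.149), although it did with only the 2 groups compared (0.013). Elovl5 went the other way, up by 1.77 (SE 0.13) fasted and 1.16 (SE 0.12) refed (edgeR adjusted p = 1.9e-06 and 1.9e-04). Of the ATF4 list, Chac1 was lower (−2.14) and Atf5 higher (0.98) in fasted LKO, with edgeR adjusted p of 0.0102 and 0.0041, and Chac1 missed the threshold under limma-voom (0.072).

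The effect of refeeding was tested within each genotype. In control livers 2238 genes were called, 1129 higher and 1109 lower after refeeding, and in LKO livers 2616, 1344 higher and 1272 lower (1239 and 1389 under upper quartile scaling). The control count fell to 1220 without S40 and 1365 without S50, and to 1426, of which 1121 were also called before, once the trends on GC content and gene length were removed. In LKO the counts without 1 library ran from 1795 to 2448. The authors' deposited table lists 2387 genes for control and 2357 for LKO, of which 1987 and 2144 were called here in the same direction. The 2 genotypes shared 936 called genes, against 404 expected by chance, and 918 of them had the same direction. The refeeding effects correlated at r = 0.49 (Spearman's rho 0.45) across the genes tested. Named by the rule in control were Cry1 (2.61), Col27a1 (2.24) and Tubb2a (1.85), with edgeR adjusted p of 0.0012, 1.6e-04 and 0.0026, and in the other direction Mt1 (−3.46), Rgs16 (−2.70) and Trib3 (−2.29), with edgeR adjusted p of 6.5e-04, 0.0080 and 0.0015. In LKO the largest rises included Idi1 (3.90) and Thrsp (3.70), with edgeR adjusted p of 0.0012 and 3.1e-04. The largest falls in LKO were Mt1 (−3.69), Pdk4 (−2.76) and Krt23 (−2.53), with edgeR adjusted p of 2.1e-04, 0.0013 and 0.00995. Mt1 has a close copy, Mt2, and is uncertain.

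The lists moved with refeeding as well, in a separate family of 14 tests. Cholesterol synthesis was higher after refeeding in 20 of 20 members in LKO (median 2.04, camera adjusted p = 9.8e-16, fry 0.0068) and in 19 of 20 in control (median 0.70, camera adjusted p = 0.0078, fry 0.280). Of its genes, 17 were called in LKO and 3 in control, and 18 and 4 adjusted over the list alone. PPARA targets were lower in LKO (median −0.84, 23 of 24 members, camera adjusted p = 1.9e-10, fry 0.0045), with 15 genes called and 16 adjusted over the list alone, and not in control (median −0.17, camera adjusted p = 0.106), with 0 called and 0 adjusted over the list alone. De novo lipogenesis was higher in LKO (median 0.47, camera adjusted p = 4.8e-06, fry 0.0045), with 13 genes called and 13 adjusted over the list alone, and narrowly missed in control (median 0.15, camera adjusted p = 0.0508), with 7 and 7. Fatty acid oxidation was lower in control (median −0.08, 19 of 20 members, camera adjusted p = 0.0191) and in LKO (median −0.15, 16 of 20 members, camera adjusted p = 0.0272), with 3 and 4 genes called and 5 and 4 adjusted over the list alone. The ATF4 list was lower in control (median −0.48, 14 of 16 members, camera adjusted p = 0.0017) and in LKO (median −0.45, 11 of 16 members, camera adjusted p = 0.0431), with 4 and 3 genes called and 5 and 3 adjusted over the list alone. The fry adjusted p of these last 2 lists lay between 0.0069 and 0.0393. The lipoprotein and bile acid lists did not pass in either genotype. Of the lipoprotein genes 2 were called higher and 5 lower in control (fry adjusted p 0.062), and 3 and 1 in LKO. Adjusted over the list alone, 15 and 4 were called. Of the bile acid genes 0 were called higher and 1 lower in control, and 1 and 2 in LKO, with 1 and 3 adjusted over the list alone. The differences between the genotypes in these list effects are the interaction values given above, with a camera adjusted p of 1.2e-07 for PPARA targets and 0.00163 for lipogenesis. With the correlation estimated from the data none of the 14 passed, the lowest adjusted p being 0.153. When feeding labels were exchanged between libraries, as small a camera p came from 30, 9 and 5 of 35 splits for cholesterol synthesis, fatty acid oxidation and the ATF4 list in control. In LKO it came from 5, 10, 5 and 2 of 35 for these 3 lists and PPARA targets, and from the real split alone for lipogenesis. As large a difference in the mean of the list came from the real split alone for the ATF4 list in both genotypes and for cholesterol synthesis and PPARA targets in LKO. It came from 11 of 35 for cholesterol synthesis in control, and from 2 and 4 of 35 for fatty acid oxidation in control and LKO.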

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

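In this part, the tests of unusual or mislabelled libraries, of the cholesterol list without each library, of the refeeding lists and of list means by splits, and of the interaction genes that withstand the removal of GC and length trends were chosen after the result was seen.

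The effect of LKO differed between the fasted and refed states for 78 genes by a test of the difference itself. Of 100 splits of the libraries that exchanged genotype labels within each state, 3 gave as many genes, the real one included. The 2 others gave up to 1152 genes, both with a negative correlation between the effects of the 2 states. A further set of 100 splits exchanged feeding labels within each genotype, and 9 of these, the real one included, gave as many genes (up to 2453), 7 of the 8 others with a negative correlation. Trends of the counts on GC content and gene length are a candidate explanation for part of the 78: after their removal 48 genes were no longer called, and 30 still were. The trends thus do not account for those 30. The number also turned on single libraries (8 genes without S48, 282 without S49). A dependence of the genotype effect on feeding, which the design names, stays open beside these.

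The named genes of the interaction were Mcm6 (2.64), E2f1 (2.21), Slc10a2 (1.72), Acot3 (−2.05), Rab30 (−1.82) and Lars2 (−1.71). With trends on GC content and gene length removed, Mcm6, E2f1 and Rab30 missed the threshold (edgeR adjusted p of 0.0569, 0.0601 and 0.0906). A share of such trends in these 3 calls stays open, but a missed threshold alone does not show it. Over the alternatives that kept all libraries, Mcm6 ran from 2.59 to 2.73, E2f1 from 2.05 to 2.22 and Rab30 from −1.84 to −1.58. Slc10a2, Acot3 and Lars2 were still called. Reads shared with near-identical genes stay open for Acot3, whose cluster holds close copies, and were not tested. Over 24 alternatives the adjusted p ran from 6.9e-07 to 0.0443 for Lars2 and from 1.7e-04 to 0.125 for Mcm6.

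The lists that differed between the states by the interaction were cholesterol synthesis (camera adjusted p = 5.6e-10, median 1.32), PPARA targets (1.2e-07, median −0.57) and de novo lipogenesis (0.0016, median 0.40). A p-value as small came from 17, 12 and 13 of the 100 splits that exchanged genotype labels (13, 14 and 16 of those that exchanged feeding labels), and as large a difference in the mean of the list from 14, 23 and 7 of the former. Exchanging labels turns an effect shared by both states, or by both genotypes, into a difference. The genotype counts therefore decide nothing for PPARA targets, which were higher in both states (medians 1.15 and 0.41). Refeeding moved each of the 3 lists the same way in both genotypes, so the feeding counts decide nothing. Cholesterol synthesis (0.03 fasted, 1.51 refed) and lipogenesis (−0.35, −0.06) shared little genotype effect, so their genotype counts leave variation between livers open. Among the other genotype splits with as small a p-value, the effects of the 2 states correlated negatively in 9 of 16, 8 of 11 and 8 of 12. For fatty acid oxidation, which showed no difference, it was 54 of 96. With the shared genotype and feeding effects removed from the list means first, the third way tried, as large a difference came from 3, 4 and 2 of the 100 genotype splits (3, 1 and 1 of the feeding splits). For PPARA targets these shares argue against variation between livers, though not by much. For cholesterol synthesis and lipogenesis the ways tried disagree, so such variation stays open. Under fry the 3 lists had adjusted p of 0.0966, 0.0640 and 0.101. A dependence on feeding stays open as well.

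The genotype effects within a state were tested in the same way. For cholesterol synthesis in the refed state 6 of the 35 splits gave as small a camera p, for PPARA targets in the refed state 8 of 35, and for bile acid genes in the fasted state 9 of 35. By the mean of the list in each library, as large a difference came from 2 of 35 splits for refed cholesterol synthesis and 3 of 35 for refed PPARA targets, which could therefore come from variation between livers. For the fasted bile acid list it came from 1 of 35, the real one and the fewest possible. That argues against such variation only weakly, and the camera call of this list was lost without S47 (0.0737). For PPARA targets, fatty acid oxidation and lipogenesis in the fasted state, and for fatty acid oxidation in the refed state, 1 of 35 splits, the real one, did so. Library S49 stands apart among the refed controls for sterol genes. Over the 8 fits that each left out 1 refed library, the camera adjusted p of the cholesterol list ran from 9.3e-47 (without S49) to 7.5e-12 (without S51) and its median from 1.21 (S53) to 2.17 (S49), so 1 outlying library is not the source.

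The list effects of refeeding were set against splits that exchanged feeding labels. In control 30 of 35 splits gave as small a camera p for cholesterol synthesis, 9 of 35 for fatty acid oxidation and 5 of 35 for the ATF4 list. In LKO the numbers were 5, 10 and 5 of 35 for the same lists and 2 of 35 for PPARA targets. For lipogenesis in LKO 1 of 35 splits, the real one, did so. As large a difference in the mean of the list came from 1 of 35, the real one, for 4 results. These were cholesterol synthesis and PPARA targets in LKO and the ATF4 list in control and in LKO. That argues against variation between livers as their source, but weakly, because 1 of 35 is the fewest possible and several lists were tried. The lipoprotein list in LKO, which did not pass (camera adjusted p = 0.621), also gave 1 of 35. Cholesterol synthesis in LKO lay between −0.67 and −0.18 in the fasted and between 0.51 and 2.01 in the refed libraries. For cholesterol synthesis in control (11 of 35) and fatty acid oxidation in control (2 of 35) and LKO (4 of 35) such variation may account for the result, and an effect of refeeding stays open.

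Libraries far from the other 3 of their group were sought in 144 groups of 4, and 10 were found where chance gives about 1 in 20, or 7.2. The gap to the nearest library, as a share of the group's range, exceeded Dixon's 95% critical value for 4 libraries. In fasted control these were S40 for Fam83a (0.907), S43 for Cyp2b13 (0.874) and S42 for Lars2 (0.921). In fasted LKO they were S47 for Cyp2b13 (0.935) and Cry1 (0.894), S45 for Mup18 (0.858) and S46 for the fatty acid oxidation score (0.905). In the refed groups they were S51 for Mt1 (0.867), S49 for Idi1 (0.928) and S53 for the lipogenesis score (0.909). The widest gap in CPM was that of Mup18 in S45, at 74.6 against 0.311 to 10.8 in the others, and Idi1 stood at 24.3 CPM in S49 against 1.49 to 3.13. The marks fell on 9 libraries, none marked more than 2 times (S47), and 0 were in total counts or the other measures of a whole library, which argues against libraries unusual as a whole. In 16 of 16 libraries Cpt1a lay on the side of the genotype label, which argues against a library labelled with the wrong genotype; a wrong feeding label was not tested. Reads shared between paralogs stay open for Mup18, Cyp2b13 and Mt1. With 10 marks against 7.2, most may be chance, and a difference between mice stays open.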

How the results depend on the processing

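Of the alternatives, the removal of trends on GC content and gene length was chosen after the data were seen. Cpt1a kept its direction and its call under all 34 alternatives, from −2.40 to −2.21 fasted and −3.27 to −2.89 refed. The 21 list results were the same in 287 comparisons with an alternative, lost the call in 17 and gained it in 4. The 54 named-gene results were the same in 846, lost the call in 111, of which 92 left out 1 library, gained it in 1 and reversed in 1: Cyp7a1 in the fasted state, uncalled, was 0.0036 without S44 and from −0.70 (S46) to 0.0036 over the fits that left out 1 library. Where nothing else is said, the cause was not tested.

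Counts of called genes fell by construction with a 2-fold threshold, to 404 and 209 for LKO in the fasted and refed states, 272 and 610 for refeeding in control and LKO, and 35 for the interaction. At an adjusted p under 0.01 they were 663, 127, 822, 1265 and 0, the last against 2397 interaction genes at an unadjusted p under 0.05. DESeq2 called 924 genes in the refed state, sharing 524 with the 526, and 467 in the interaction, sharing 75 with the 78. Limma-voom called 883 (504 shared) and 125 (72 shared). A filter at a mean of 5 CPM left 9344 genes and called 197 in the interaction (69 shared). Removing the trends on GC content and gene length left 1426 genes for control refeeding (1121 shared) and 30 for the interaction (all 30 shared). Upper quartile scaling turned the balance of higher and lower genes from 833 and 939 to 994 and 861 for fasted LKO, from 1344 and 1272 to 1239 and 1389 for LKO refeeding, and from 45 and 33 to 43 and 65 for the interaction.

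Across the fits that each left out 1 library, counts ran from 1048 (without S44) to 1985 (S45) for fasted LKO, 197 (S48) to 517 (S51) for refed LKO, 1220 (S40) to 2483 (S51) for control refeeding, 1795 (S52) to 2448 (S45) for LKO refeeding and 8 (S48) to 282 (S49) for the interaction. Fewer libraries lower the power, but the rise without S49 has no tested cause.

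The correlation of the genotype effects was 0.19 with no filter on low counts, 0.68 over called genes and 0.27 by ranks. That of the refeeding effects was 0.18 with no filter and 0.65 over called genes. With the correlation between genes estimated, the cholesterol list did not pass in the refed state (camera adjusted p = 0.191) or the interaction (0.323), nor under fry in the interaction (0.0966). No paired analysis was possible because the count columns carry no replicate number, so the planned replicate block was not run.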

Other observations

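In this part, the tests of the correlations by splits, of GC trends in control refeeding, of single libraries behind a pattern, of the replication list and of list means by splits, of dividing immune cells, of reads shared between immunoglobulin genes and of a heavy chain strain variant were chosen after the result was seen.

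The numbers of called genes were set against other splits of the same libraries. For LKO against control 1 of 35 splits, the real one, gave as many genes in each state, where the next gave 1 gene fasted and 28 refed. For refeeding 1 of 35 did so in each genotype, the next giving 1 gene. The correlations of effects, 0.48 and 0.49, were reached by 1 of 100 splits each, the real one, and the next reached 0.34 and 0.29.

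A chromosome segment carried along with a floxed Cpt1a allele was tested as a source of the genotype calls. Within 10 Mb of Cpt1a 33 of 240 genes were called in the fasted state (13.8%), against 1738 of 14247 elsewhere (12.2%; Fisher's exact test, one-sided, p = 0.260), and 6 of 240 in the refed state (2.50% against 3.64%, p = 0.872). Calls were thus not detectably more frequent near Cpt1a, which does not show that no call there comes from such a segment. Trends on GC content and gene length were tested by removing them: 1271 of the 1772 fasted and 474 of the 526 refed genotype calls were still made (501 and 52 lost), and 1121 of the 2238 control refeeding calls (1117 lost). In these 3 comparisons 248, 82 and 305 genes were newly called after the removal. In LKO refeeding 2448 of 2616 calls were kept, 168 were lost and 255 were new. Such trends may account for some of the lost calls, but not for those kept.

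The hour of necropsy is not given in the labels, and 6 h of refeeding may shift it. In control livers 2 of 5 clock genes of one phase were called lower after refeeding, Dbp (−1.76) and Nr1d1 (−2.29), and 0 of 2 of the opposite phase were called higher. In LKO livers 1 of the 5, Nr1d1 (−2.05), was lower, with Clock (−0.61) of the opposite phase lower too. Clock phase and refeeding cannot be told apart here, because each refed mouse was killed after a longer time from the start of the fast. Over the 14 tested genes of the circadian clock list 2 were called higher and 3 lower with refeeding in control, and 3 and 3 in LKO. Cry1 (2.61 and 2.20) and Per2 (1.28 and 1.73) rose and Bhlhe41 (−2.17 and −1.84) fell in both, and Hlf (0.40) rose in LKO, all named after their values were seen. For LKO over control the list median was −0.24 fasted, with Ciart called lower (−2.45), and −0.16 refed.

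A list of class-switched heavy chain genes (Ighg1, Ighg2b, Ighg2c and Igha) with Igkc and Jchain, which are not class-switched, was higher in LKO livers. Its median log2 fold change was 3.72 fasted and 4.52 refed, with 6 of 6 genes called in each state. Igkc stood at 8.81 and 89.3 CPM in fasted control and LKO and at 8.48 and 138 CPM refed, while Ighm was not called (0.40 and 0.22, edgeR adjusted p = 0.404 and 0.741). For the list, 3 of 35 splits fasted and 1 of 35 refed gave as small a camera p. As large a difference in the mean of the list came from 1 of 35 fasted splits, the real one. The list was added later and holds Jchain, the largest rise named in both states, so its choice may favour the real split. These splits therefore cannot decide on variation between livers. In 8 of 8 LKO libraries the mean of the list lay above the highest control library, so 1 or 2 outlying libraries are not the source. Blood or lymphoid cells of every kind would raise their other markers alike, but the medians were 0.55 and 0.82 for lymphocytes, 0.03 and −0.50 for neutrophils (2 genes tested) and −0.74 and 0.33 for red blood cells, fasted and refed. The highest, 0.82, lies far below 3.10, the lowest change among the 6 genes of the list. A strain variant at the heavy chain locus would leave Igkc and Jchain, on other chromosomes, unchanged, and the lowest of their changes was 3.33. More plasma cells in LKO livers cannot be told apart from other sources of these transcripts, because only 3 of the 7 plasma cell genes could be tested (medians 0.39 and 0.57) and they disagree: Derl3 was lower (−1.95 and −2.82), while Pou2af1 was called higher in the fasted state (1.90, edgeR adjusted p = 0.0431) and not in the refed state (0.57, adjusted p = 0.664), from a mean of 0.228 CPM in fasted control. Cd79a, the third, is also on the lymphocyte list. Reads shared between immunoglobulin genes would move counts among them without raising their sum. Over 171 such genes the lowest sum in an LKO library was 130 CPM and the highest in a control library 49.6 CPM. Jchain, which is not among the 171, rose by 3.35 and 3.86.

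Genes of the DNA replication machinery were higher in refed LKO than in refed control in 34 of 34 members (median 1.18, 26 called), with 1 of 35 splits, the real one, giving as small a camera p. The fasted median was 0.02 (1 called), and the difference between the states had a median of 1.10, with 7 genes called (camera adjusted p = 1.5e-25, fry 0.0156). For that difference 5 of 100 splits of the genotype labels, the real one included, gave as small a camera p, and in all 5 the refed libraries kept their grouping by genotype. Of the splits of the feeding labels 3 of 100 did so. With the shared genotype and feeding effects removed, as large a difference in the mean of the list came from 2 of 100 genotype splits and 1 of 100 feeding splits. The lowest mean of the list in the 4 refed LKO libraries was 0.60 and the highest in the other 12 was −0.04. Because the list was written after the calls were seen, its choice may favour this separation and the real split. These values therefore cannot decide on variation between livers. The rise of the list with refeeding in LKO (median 1.16) was matched by 1 of 35 splits, the real one. For 28 of the 34 genes all 4 refed LKO libraries lay above the highest refed control library, so 1 or 2 outlying libraries are not the source. Chance gives 1.43% of genes, or 0.486, but only for a list chosen without sight of the calls. Dividing immune cells brought into the liver would raise immune markers alike. In refed LKO over refed control the lymphocyte list was higher (median 0.82, 8 of 9 genes, camera adjusted p = 0.0043, fry 0.102). Resident macrophage markers were lower (median −0.60, 11 of 11 genes, camera adjusted p = 0.0031, fry 0.432), and the median for recruited macrophages was 0.00. With refeeding in LKO the medians were −0.25 for lymphocytes, −0.40 and −0.37 for the macrophage lists and −0.72 for neutrophils. Dividing immune cells cannot be told apart from dividing liver cells here, because the lymphocyte values point both ways and most of these genes lie near the lowest counts tested. A list of 5 proliferation genes, written with the design and with means from 0.682 to 1.54 CPM, was higher in refed LKO over refed control (median 1.04, 5 of 5 genes, 2 called, camera adjusted p = 0.014, fry 0.213) and in the difference between the states (1.34, 5 of 5, camera adjusted p = 0.0119, fry 0.217). With refeeding in LKO it did not pass (0.72, 4 of 5, camera adjusted p = 0.332). Dividing cells of either kind would raise it. The replication list was written after such genes had been seen among the calls. Entry of liver cells into the cell cycle on refeeding in LKO is thus 1 of the open explanations, a hypothesis found and tested on the same data.

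Meg3 and Rian, neighbouring RNA genes on chromosome 12 (from 109506879 and 109570242), were higher in LKO livers. Meg3 rose by 2.43 fasted and 3.57 refed (edgeR adjusted p = 0.0023 and 4.1e-04), and Rian by 2.40 and 4.62 (adjusted p = 0.0337 and 0.0010), from control means of 1.19 and 1.22 CPM for Meg3 and 0.215 and 0.197 CPM for Rian. In 8 of 8 LKO libraries both genes lay above the highest control library, which argues against 1 or 2 outlying libraries. How the knockout was made is not stated, and no biological explanation was tested.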
